A study of Heliocidaris erythrogramma with 5 samples. Its data were reported in "Contrasting the development of larval and adult body plans during the evolution of biphasic lifecycles in sea urchins" (2024).

How the data were processed

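Whole larvae of *Heliocidaris erythrogramma* were dissociated and sequenced by the study as 1 single-cell library at each of 36, 42, 48, 56 and 60 hpf, with 10x Chromium 3' v3.1 chemistry. The authors processed the reads with Cell Ranger and deposited, for each library, a matrix of UMI counts for the barcodes called as cells, and the file headers give Cell Ranger version 3.1.0. The deposited counts are whole numbers with no normalization, over 38707 features, of which 31710 carry a gene symbol (13631 distinct symbols) and 25150 have a UMI. Earlier ages of the study were not used here. The library labelled 56 hpf has 54 hpf in its file name. The label was kept, and only the order of ages enters the tests.

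Cells with over 200 genes, under 10000 UMIs and under 4000 genes were kept, as in the study. Of 41 barcodes removed, 26 had 200 or fewer genes, 15 had at least 10000 UMIs and 2 had at least 4000 genes. Kept cells were normalized with SCTransform in Seurat 5.3.0 (sctransform 0.4.2, R 4.3.3; 6000 variable features, ribosomal share regressed, Poisson fit because the package for the faster fit was missing), and clustered by Louvain at resolution 3 on 195 of 200 principal components. No batch correction was applied, since age and library are the same here. Doublets were called with scrublet (scanpy 1.11.5) in each library at an expected rate of 5%. It called 8 of 26740 cells, all at 36 hpf, so it did not work on these data. No cell was removed, and doublets remain in every share given.

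Clusters were named from 62 marker genes of 14 classes that the study lists. Several of these markers were picked by the study from these libraries, and 3 markers (*elav*, *btub13*, *fbs-2*) matched no feature. A marker counted when it was detected in at least 5% of a cluster's cells and was at least 1.25-fold higher there than in all other cells on CPM (counts scaled to equal library totals) plus 10. A class was given when at least 3 markers counted, the mean log2 ratio of the highest 3 was at least 1, it led the next class by 0.3, and the 10 leading genes (detected in at least 10% of cells) did not hold more markers of another class. A further limit against shallow clusters excluded none. This rule was settled by trial after the marker ratios and the cells per library had been seen. The rules tried earlier, with markers at least 1.5-fold or 2-fold higher or with the mean over all markers, were run as alternatives and named 29, 20 and 29 of 51 clusters. Of the 14 classes, 10 received cells.

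For whole-library comparisons, UMIs of kept cells were summed and divided by the median of ratios size factors of DESeq2 1.42.0, which were 1.10, 1.05, 0.762, 0.705 and 1.61 in order of age. The 10 most abundant genes took 17.2%, 15.6%, 16.8%, 16.4% and 20.5% of the UMIs. Genes with a mean normalized count of at least 10 were compared as log2 ratios with 1 added. No p-value was computed for genes, since 1 library stood for each age and cells are not replicates. The counting error was drawn 20 times from a pair of libraries with no difference. The order of ages was tested against all 60 orders of the 5 libraries, with an order and its reverse taken as the same. Lists (embryonic network, from general knowledge and not the study's list; rudiment factors of the study; cell division genes, from general knowledge and chosen after such genes had been seen to lead clusters 1, 12 and 14) were compared with 10000 random lists of the same size drawn within 20 bins of mean expression. The genes named in the text were the 5 with the largest rise and the 5 with the largest fall among 752 genes with a symbol, a mean normalized count of at least 50 and 1 direction at all steps, the 3 members of each list with the largest rise and fall, and 39 genes the study named. That rule and the comparisons were set before the data were examined. The naming rule and the cell division list were not.

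Detection of genes in single cells was counted as at least 1 UMI, over all features that carry the symbol. Since deeper cells detect more genes, each share was also taken after thinning every cell to 500 UMIs without replacement, which left out 11 cells at 36 hpf and 509 at 56 hpf. Shares of cells carry Clopper-Pearson intervals and counts exact Poisson intervals, at 95%. For a count of 0, the upper limit is the share given by 3 counts. At a median of 814 to 1634.5 UMIs per cell, weakly expressed regulators can be missed in cells that express them, so a low share does not show that a gene is off. Free RNA and doublets can raise a share, and neither was subtracted.

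Alternatives set before the data were examined were all deposited barcodes, cells with over 500 genes, CPM, TMM factors of edgeR 4.0.16, a pseudocount of 10, a normalized count of at least 5 in every library, all genes with a count, equal weight for each cell, Louvain at resolution 1, log-normalized counts (per 10000 UMIs, 3000 variable genes, 50 principal components), removal of scrublet calls, *alx1* cells of skeletal-like clusters only, at least 2 *alx1* UMIs, and thinned cells. Chosen after seeing the data were the earlier naming rules, removal of the highest 5% of scrublet scores, libraries thinned to the smallest total, the *alx1* cells of clusters 40 and 43, and leaving out the 42 hpf library. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for counting and figures.

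The whole-library steps were tested on simulated data with 200 genes changed 4-fold among 14024. The changed genes were drawn from those with a mean scaled count of at least 50, and only counting error was simulated. Recovery of genes with lower counts, or of 2-fold changes, was not tested. All 200 were recovered (100%), with medians of 2.00 and -1.99 on the log2 scale, 80 unchanged genes passed 2-fold, and 93.5% of the changed genes moved in 1 direction at all steps. Of 40 unchanged lists, 2 fell outside the central 95% of random lists. In the same simulation, 10 of 60 orders gave as many one-directional genes as the true order, and 1 of 60 after libraries were thinned to the smallest total, so the order test on unequal libraries is weak by itself. Trajectories and gene ontology were not analysed here.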

Results

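Single-cell RNA-seq counts of whole larvae of the sea urchin *Heliocidaris erythrogramma*, whose larvae develop without feeding, were examined at 5 ages, given as hours post fertilization (hpf): 36, 42, 48, 56 and 60 hpf. Each age had 1 library, so no difference between ages could be checked against replicates, and no p-value was computed between ages. The libraries held 5321, 4291, 4085, 4109 and 8975 barcodes in order of age, 26781 in all. Their total counts of unique molecular identifiers (UMIs) were 7991260, 8813463, 5739942, 4194872 and 12147560. The filter on genes and UMIs removed 41 barcodes and left 5314, 4268, 4080, 4106 and 8972 cells, 26740 in all. Raising the minimum from 200 to 500 genes would have left 16462 cells. Median UMIs per kept cell were 1311, 1634.5, 1119.5, 814 and 1020.5 in order of age, and median genes per cell were 650.0, 707, 567, 481 and 523. The 42 hpf library was the deepest per cell and the 56 hpf library the shallowest. The library labelled 56 hpf carries the age 54 hpf in its file and in the study's methods, so its place between 48 and 60 hpf is not in doubt but its exact age is. Intervals given below are exact 95% intervals, Clopper-Pearson for shares of cells and Poisson for counts, and cover counting error only.

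To describe the cell types present at each age, cells of all 5 libraries were clustered together and clusters were named from the marker genes of the study. Of 51 clusters, 28 received a name and 23 did not, 14 of them for lack of markers and 9 because 2 classes were too close or their leading genes held more markers of another class. The unnamed clusters held 40.5% of cells at 36 hpf (39.1 to 41.8), 39.5% at 42 hpf (37.99 to 40.9), 44.4% at 48 hpf (42.8 to 45.9), 50.9% at 56 hpf (49.4 to 52.4) and 57.5% at 60 hpf (56.5 to 58.5). Names rebuilt from markers can differ from those of the study, and a class share depends on which clusters received a name. The share of animal pole-like cells was 24.9% at 36 hpf (23.8 to 26.1), 24.3% at 42 hpf (23.0 to 25.6), 25% at 48 hpf (23.7 to 26.4), 19.6% at 56 hpf (18.4 to 20.8) and 10.3% at 60 hpf (9.66 to 10.9). It changed by -14.7 points from 36 to 60 hpf, but by 9.08 points in the opposite direction with Louvain clustering at resolution 1. It also rose, by 6.08 points, when a marker had to be 2-fold higher to count, a rule under which the unnamed share changed by -8.94 points. No direction is therefore given for animal pole-like or unnamed cells. Animal pole-like cluster 1 was led by cell division genes such as *Plk1* and *Cdk1*, so part of this class reflects dividing cells. Of the unnamed cluster 8, 959 of 1024 cells came from the 60 hpf library, 10.7% of that library, and it cannot be separated from an effect of that library either.

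Neural-like cells made up 1.47% of cells at 36 hpf (1.16 to 1.83), 2.18% at 42 hpf (1.76 to 2.66), 4.04% at 48 hpf (3.46 to 4.69), 4.87% at 56 hpf (4.23 to 5.57) and 5.90% at 60 hpf (5.42 to 6.40). Larval ectoderm-like cells went from 5.40% at 36 hpf (4.81 to 6.04) to 0.123% at 60 hpf (0.0612 to 0.219). Cells like the putative rudiment ectoderm, the ectoderm of the imaginal adult body, went from 11.5% (10.7 to 12.4) at 36 hpf and 13.4% (12.4 to 14.5) at 42 hpf to 0.591% (0.443 to 0.772) at 60 hpf. These 3 changes kept their direction under every clustering and naming alternative that was run. All alternatives used the same markers, and for larval ectoderm-like cells the other naming rules named the same cluster, so they tested nothing further. Some of these markers changed with age in whole libraries: *acsc*, *giant* and *nodal* fell, and *syt4* and *secrtag* rose. A change in the number of cells and a change of marker expression within cells are therefore not separated. Cells like the verified rudiment ectoderm, all in cluster 10, were 0.207% at 36 hpf (0.103 to 0.370) and 5.26% at 60 hpf (4.81 to 5.74), but the rise became a fall, from 11.6% to 6.02%, with Louvain clustering at resolution 1 and, from 10.0% to 8.73%, with log-normalized counts. Pigment-like cells were 7.02% at 36 hpf (6.35 to 7.74), 3.96% at 42 hpf (3.39 to 4.59) and 10.4% at 60 hpf (9.77 to 11.05). Of the pigment-like cluster 5, 844 of 1103 cells came from the 60 hpf library, so much of this cluster cannot be separated from an effect of that library. It also grew before that age, from 0.226% of cells at 36 hpf (0.117 to 0.394) to 0.492%, 1.84% and 3.68% at 42, 48 and 56 hpf and 9.41% at 60 hpf, and its leading genes included *Opsin2* and *Slc5a7*. Blastocoelar-like cells were 1.30% at 36 hpf (1.01 to 1.64) and 3.18% at 60 hpf (2.82 to 3.56). Posterior ectoderm-like cells were 7.21% at 36 hpf (6.53 to 7.94) and 6.48% at 60 hpf (5.98 to 7.005), a difference within counting error.

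Skeletal-like cells were few: 7, 22, 3, 8 and 22 cells in order of age, between 0.0735% at 48 hpf (0.0152 to 0.215) and 0.515% at 42 hpf (0.323 to 0.779). Undifferentiated-like cells, which the study described as a persistent population, numbered 20, 9, 14, 4 and 6 in order of age. Their share was 0.376% at 36 hpf (0.230 to 0.581) and 0.0669% at 60 hpf (0.0245 to 0.146). Their cluster was led by *Yp303* and early histone genes. No cell received the names gut and left coelomic pouch-like, right coelomic pouch-like or left ectoderm-like, which for clusters that meet the naming rule allows a share of up to 0.0565% at 36 hpf, 0.0703% at 42 hpf, 0.0735% at 48 hpf, 0.0731% at 56 hpf and 0.0334% at 60 hpf. This does not show that such cells were missing, since unnamed clusters held 12892 cells. The unnamed clusters 40 (89 cells) and 43 (70 cells) met the marker limits of gut and left coelomic pouch cells and stayed unnamed only because their leading genes held more markers of another class. Ciliary band-like cells could not be named at all, because only 2 of the 4 ciliary band markers matched a gene name and a name needed 3, so no limit on their share follows.

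**Figure D1:**
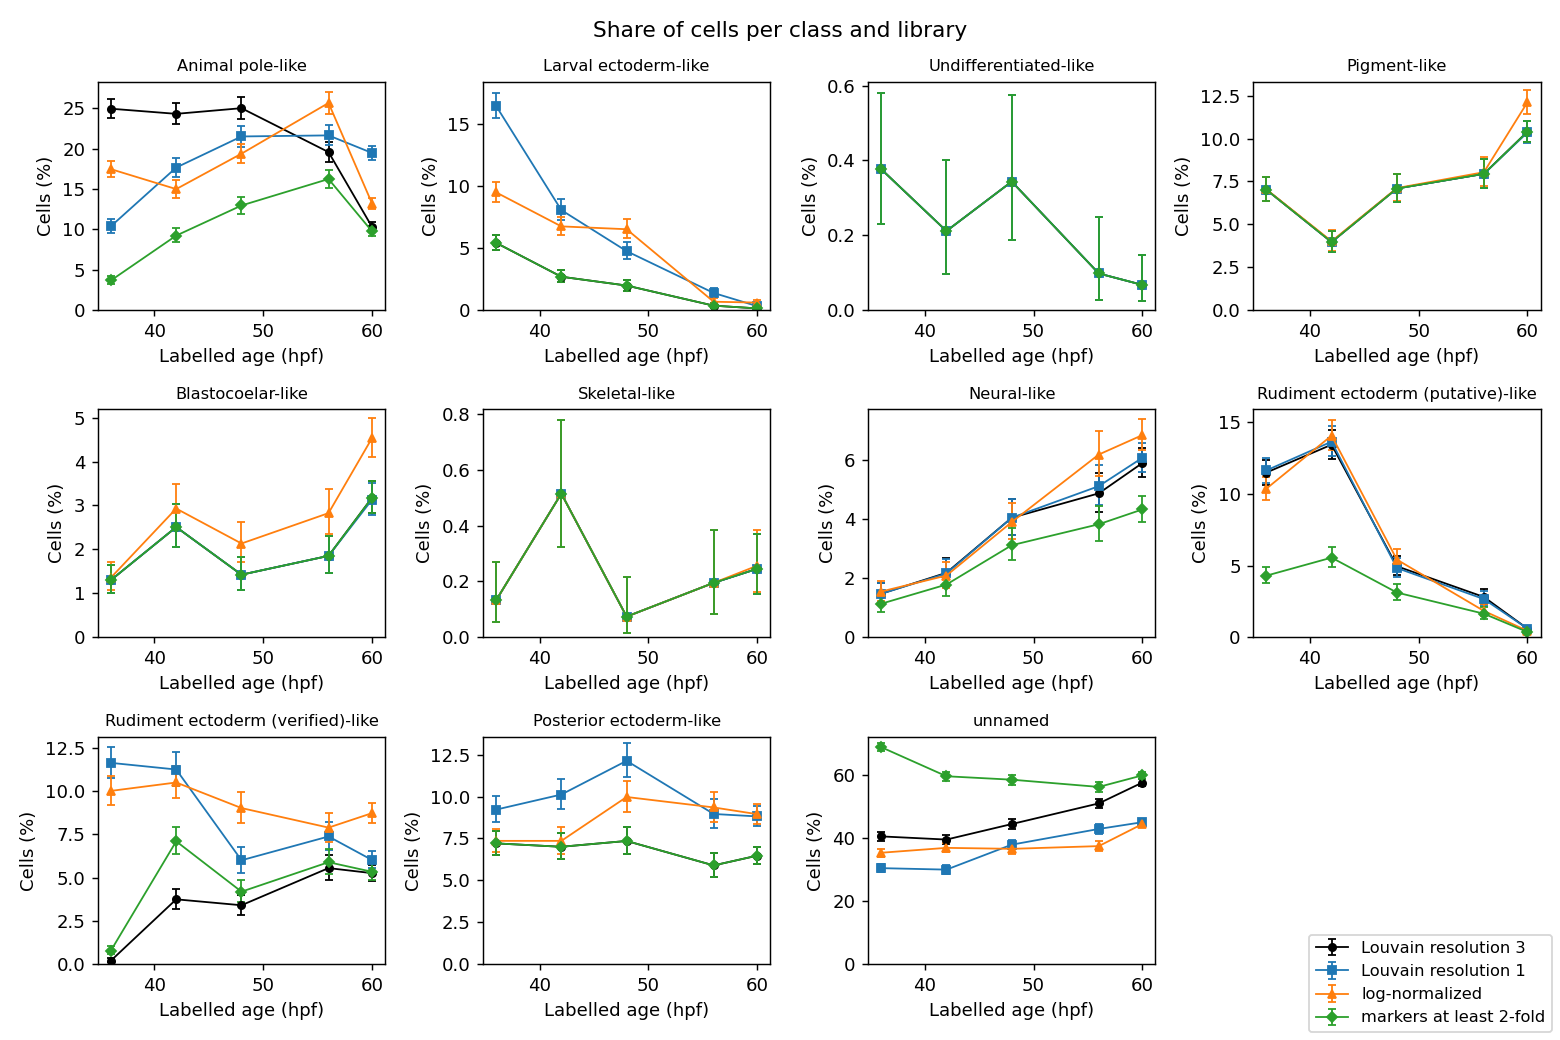
Share of cells (%) in each class against the labelled age (hpf), with 1 library per age and exact 95% binomial intervals (counting error only), for Louvain clustering at resolution 3 and at resolution 1, for log-normalized counts, and for markers required to be 2-fold higher, with hidden symbols where the settings coincide. Neural-like cells reach 5.90% at 60 hpf from 1.47% at 36 hpf under resolution 3 and rise under all 4 settings, while animal pole-like and verified rudiment ectoderm-like cells change direction with the setting.

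To compare whole larvae between ages, UMIs were summed per library and divided by size factors. Of 14085 genes with a mean normalized count of at least 10, 1439 were at least 2-fold higher at 60 hpf than at 36 hpf and 1691 were at least 2-fold lower. Counting error alone, from 20 pairs of draws with no difference, gave on average 44.6 genes higher and 31.65 genes lower. The count moved most when all 25137 genes with a UMI were kept, with 3481 higher and 2632 lower. Between neighbouring ages, 480 genes were at least 2-fold higher and 239 lower from 36 to 42 hpf, 590 and 689 from 42 to 48 hpf, 582 and 517 from 48 to 56 hpf, and 469 and 588 from 56 to 60 hpf.

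Whether genes followed the labelled order of ages was asked by counting genes that moved in the same direction at all 4 steps. There were 1199 such genes, 540 rising and 659 falling. Among the 60 distinct orders of the 5 libraries, the labelled order gave the most (1 of 60, the smallest share this design can give), the next order gave 939, and the median was 175.5. The orders are not equal to begin with, because libraries differ in depth: counting error alone gave between 134.25 and 390.55 genes by order and 143.65 for the labelled order. After that number was subtracted, the labelled order gave 1055.35 genes and the next 802.5. With libraries thinned to the smallest total, it gave 1033 genes, the next 906.

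**Figure D2:**
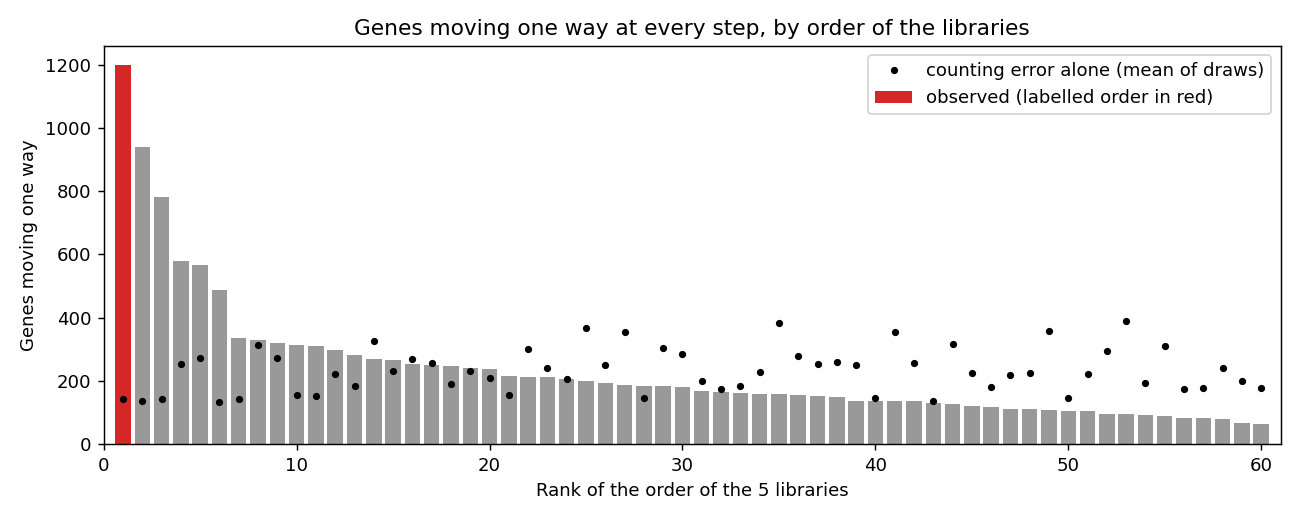
Number of genes that moved in the same direction at every step, for each of the 60 orders of the 5 libraries ranked by that number (bars, the labelled order in red), with the mean number from counting error alone as points. The labelled order stands at 1199 genes and the next at 939, while the points lie between 134.25 and 390.55.

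The genes with the largest change among those with a symbol and the same direction at all 4 steps were named by a rule fixed before the data were examined. *Dynlc2-6b* (HER_6052.t1) had 0 UMIs at 36 hpf and at 60 hpf was 57.4-fold above the level of 3 UMIs at 36 hpf, with a 95% lower limit of the ratio of 46.3. *Gria1* (HER_11497.t1) rose 89.3-fold from 36 to 60 hpf (38.1 to 276), with only 5 UMIs at 36 hpf. *Cyp2L62* (HER_2676.t1) rose 31.5-fold (22.0 to 46.9), *Hypp_1140* (HER_42508.t1) 21.0-fold (17.3 to 25.8) and *Prps1_1* (HER_7597.t1) 18.0-fold (15.9 to 20.6). *Abhd3* (HER_21866.t1) fell by 3.58 on the log2 scale, *HnrpaL* (HER_39441.t3) by 2.88, *E2f3* (HER_22429.t1) by 2.78, *Hrh2L_9* (HER_11303.t1) by 2.63 and *Hypp_2218* (HER_3599.t1) by 2.61, each as log2 of the normalized count plus 1. The change of each of the 10 from 36 to 60 hpf kept its direction under every alternative that was run. The direction at each single step was not checked under the alternatives. Some steps lay within counting error. From 56 to 60 hpf, the intervals overlapped for *Abhd3* (22.9 to 52.3, then 24.1 to 42.4), *HnrpaL* (33.4 to 67.4, then 37.2 to 59.1) and *Dynlc2-6b* (124 to 183, then 138 to 178). Of the 39 genes the study named for a comparison, *syt4* and *secrtag* rose at all 4 steps, 5.32-fold (4.42 to 6.45) and 4.21-fold (3.91 to 4.53) from 36 to 60 hpf, and *tll* fell at all 4 steps by 2.58 on the log2 scale. Intervals overlapped at the last step of *secrtag* and *tll* and at the step from 48 to 56 hpf of *syt4*. The summed *dynlc2* copies were 7.47-fold higher at 60 hpf than at 36 hpf (6.89 to 8.11). The gene *alx1* peaked at 42 hpf, with a normalized count of 241 (212 to 272), against 37.4 at 36 hpf (26.9 to 50.8) and 17.4 at 60 hpf (11.6 to 25.1).

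**Figure D3:**
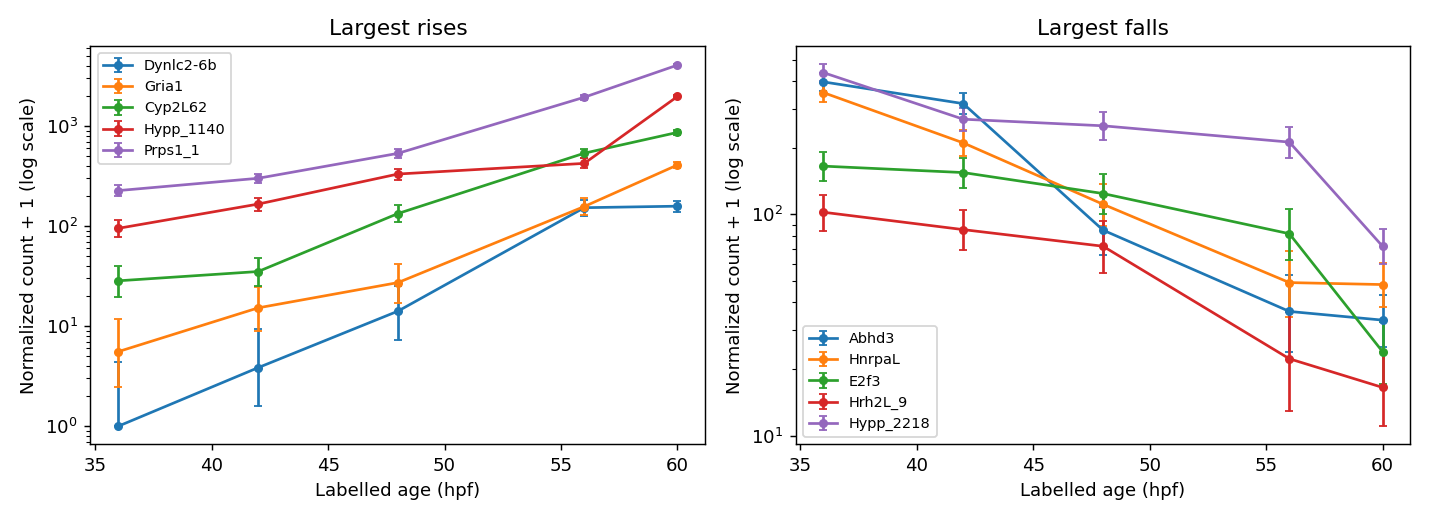
Normalized count plus 1 on a log axis against the labelled age (hpf) for the 5 genes with the largest rise (left) and the 5 with the largest fall (right), 1 library per age, with exact 95% Poisson intervals (counting error only). Each gene moves in the same direction at all 4 steps, and *Dynlc2-6b* starts from 0 UMIs at 36 hpf.

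To ask whether genes of the embryonic regulatory network were lower at 60 hpf than at 36 hpf, the median change of a list from general knowledge was set against 10000 random lists of the same size matched on mean expression. Of its 112 symbols, 101 matched a gene, and 92 genes passed the filter. Their median log2 change from 36 to 60 hpf was -0.07, at percentile 23.6 of the random lists, within their central range of -0.20 to 0.18. With cells of over 500 genes only, the median was 0.01, at percentile 59.1. The study instead asked when such genes peak over its whole time course, and counted peaks at 36 hpf or later as late. Both ages compared here fall in that late range. The median therefore cannot show whether network genes were lower in late larvae than in the embryo. The median does not describe the members with large changes: 9 of the 92 genes were at least 2-fold higher at 60 hpf and 23 at least 2-fold lower, against 1439 and 1691 of all 14085 genes. These counts were not compared with random lists. The 3 members with the largest rise were *Scratch* (HER_44934.t1), 6.92-fold (4.26 to 11.9), *Sm37* (HER_26255.t1), 5.01-fold (3.69 to 6.95), and *FoxD_1* (HER_6581.t1), 4.97-fold (3.71 to 6.78). Those with the largest fall were *Acsc* (HER_26992.t1), which fell by 4.58 on the log2 scale, *Nodal* (HER_24103.t1), by 3.27, and *Not* (HER_9078.t1), by 3.01. For the 33 transcription factors that the study proposed for the rudiment, 40 genes passed the filter. Their median log2 change was 0.18, at percentile 90.7, within the random range of -0.29 to 0.26. The study picked these factors partly on these libraries, so the value is not independent evidence, and 8 symbols were in both lists. Of the 40 genes, 4 were at least 2-fold higher at 60 hpf and 9 at least 2-fold lower. The largest rises were those of *Hey* (HER_37767.t1), 4.45-fold (3.33 to 6.04), *Lox* (HER_48747.t1), 3.15-fold (2.73 to 3.66), and *SoxE* (HER_16107.t1), 2.90-fold (2.54 to 3.31). The largest falls were those of *Acsc*, already given, and of the *Hey* copies HER_22363.t1, which fell by 4.35 on the log2 scale, and HER_22398.t1, by 3.93. UMIs of near-identical copies can be split between gene models, so the *Hey* copies are uncertain one by one.

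The study asked whether skeletal cells, marked by *alx1*, carry genes of larval skeletal cells (*tbr*, *tel*, *foxo*, *foxb*) or of oral secondary mesenchyme (*scl*, *ese*, *gatac*). In all, 163 cells held an *alx1* UMI: 19, 93, 14, 14 and 23 in order of age. Of these, 32 were skeletal-like, 45 were in the unnamed cluster 43, 45 in the unnamed cluster 40 and 41 elsewhere. The genes *alx1* and *scl* also served as naming markers, *alx1* for skeletal and *scl* for blastocoelar cells. Cells with *alx1* were deeper than cells without, with a median of 3165 against 1139 UMIs, which alone raises the share of cells with a UMI of any gene. The gene *scl* was detected in 50 of 163 *alx1* cells (30.7%, 23.7 to 38.4) against 1.55% (1.41 to 1.71) of cells without *alx1*, higher in 5 of 5 libraries. After each cell was thinned to 500 UMIs, *scl* remained in 17.9% (12.3 to 24.7) against 0.691%. It moved most among skeletal-like *alx1* cells, where it was in 22 of 32 (68.8%, 49.99 to 83.9), against 17.8% (8.00 to 32.1) in cluster 43 and 26.7% (14.6 to 41.9) in cluster 40. After thinning these shares were 53.1% (34.7 to 70.9), 2.27% (0.0575 to 12.02) and 11.1% (3.71 to 24.1), so in cluster 43 little of the excess was left at equal depth. The gene *gatac* was in 13.5% (8.66 to 19.7) of *alx1* cells against 0.753% (0.652 to 0.864), higher in 4 of 5 libraries. Without the 42 hpf library the difference of 12.7 points became 6.58 points over 70 *alx1* cells. After thinning, *gatac* was in 3.70% (1.37 to 7.89) of *alx1* cells against 0.257%, higher in 3 of 5 libraries. By group as counted, it was in 12.5% of the 32 skeletal-like *alx1* cells (higher in 2 of 5 libraries). The shares were 4.44% in cluster 43 and 26.7% in cluster 40. After thinning they were 3.125% in skeletal-like *alx1* cells, 0 of 44 in cluster 43 and 8.89% in cluster 40. The gene *ese* was in 4.29% (1.74 to 8.65) of *alx1* cells, no higher than the 5.43% (5.16 to 5.70) of cells without, and after thinning in 0.617% (0.0156 to 3.39) against 2.41%.

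Of the larval skeletal genes, *tbr* was in 0 of 163 *alx1* cells, which allows a share of up to 1.84%. It was rare everywhere, at 0.151% of cells without *alx1*, so its absence was not detectable as a difference at this depth. The gene *foxb* was in 2 of 163 *alx1* cells (1.23%, 0.149 to 4.36) against 0.771%. For *tel*, the shares were 17.2% (11.7 to 23.9) against 8.85% (8.51 to 9.20), and after thinning 3.70% (1.37 to 7.89) against 3.67%. The thinned value rests on the 42 hpf library, without which it was 7.25% of 69 *alx1* cells against 3.79%, and it pools unlike cells, with 6.25% (0.766 to 20.8) of skeletal-like *alx1* cells and 0 of 44 in cluster 43 (up to 6.82%). Whether *tel* differs at equal depth is therefore left open. For *foxo*, they were 14.1% (9.16 to 20.4) against 10.3%, and after thinning 1.85% (0.384 to 5.32) against 3.92%, or 4.35% against 4.07% without the 42 hpf library. Thinning left out 520 cells with under 500 UMIs, 11 at 36 hpf and 509 at 56 hpf, and 1 of them held *alx1*.

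**Figure D4:**
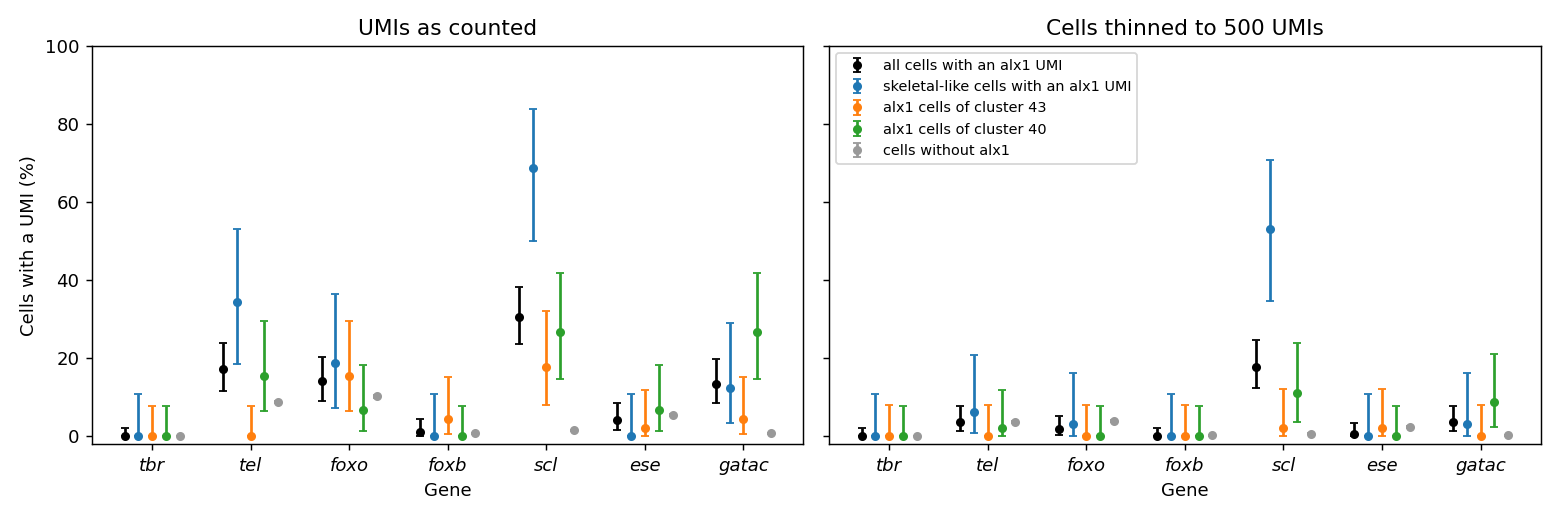
Share of cells (%) with a UMI of each of 7 genes, over all 5 libraries, with UMIs as counted (left) and with each cell thinned to 500 UMIs (right), for all *alx1* cells, *alx1* cells of the skeletal-like cluster and of clusters 43 and 40, and cells without *alx1*; bars are exact 95% binomial intervals (counting error only). After thinning, *scl* stays at 17.9% of all *alx1* cells against 0.691% of cells without, while *tel* in all *alx1* cells together stands at 3.70% against 3.67%.

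The study also asked whether single cells carry the germline genes *nanos2*, *vasa* and *seawi* together. They were detected in 23, 227 and 3039 of the 26740 cells. No cell held all 3, which allows a share of up to 0.0112%. If the genes were independent within each library, 0.0222 cells would be so marked by chance, so at this depth the count of 0 says little. *vasa* and *seawi* were together in 66 cells (0.247%, 0.191 to 0.314), against 25.8 cells under independence within libraries. These cells had a median of 2957 UMIs, and deep cells raise such counts.

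To see which neural types were present, 12 neural markers were compared between the 1065 neural-like cells (median 1416 UMIs) and the other 25675 cells (median 1131 UMIs). All 12 were detected in a larger share of neural-like cells, in 5 of 5 libraries for every marker but *chat* (4 of 5). The genes *isl* and *neurod* also served to name the clusters, so their difference is built in. Other markers were among the leading genes of neural-like clusters: *phox2* in cluster 36, *th* and *otp* in cluster 49, and *sert* and *tph* in cluster 50. Clusters were formed on expression, so the differences of these markers are not independent of the clustering either. The shares in neural-like cells were 5.82% for *tph* (4.49 to 7.40; 0.312% in other cells), 2.91% for *sert* (1.99 to 4.11; 0.222%), 5.35% for *th* (4.08 to 6.88; 0.0779%), 2.25% for *chat* (1.45 to 3.33; 0.0428%) and 10.0% for *otp* (8.31 to 12.01; 0.164%). For *phox2* the share was 10.6% (8.82 to 12.6; 0.257%), for *hmx* 15.3% (13.2 to 17.6; 4.26%), for *pax6* 12.6% (10.6 to 14.7; 5.27%), for *lim1* 24.9% (22.3 to 27.6; 14.0%), for *opsin2* 15.6% (13.5 to 17.9; 6.09%), for *isl* 29.8% (27.0 to 32.6; 3.98%) and for *neurod* 13.1% (11.1 to 15.2; 0.218%). Thinning to 500 UMIs shrank all 12 differences, *isl* most in points, from 25.8 to 17.9, and *tph* most as a proportion, from 5.51 to 1.85 points, and left neural-like cells higher for all 12.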

Values the study reported

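The study reported 49,896 cells over 12 time points from 6 to 60 hpf, of which the libraries here are the last 5. In its skeletogenic lineage, *scl* was detected with *alx1* in 93 of 106 *alx1* cells (87.7%), *gatac* in 37 of 106 (34.9%) and *ese* in 19 of 106 (17.9%). For genes of larval skeletal cells, it gave 24 of 106 for *tel* (22.6%), 7 of 106 for *foxo* (6.6%), 2 of 106 for *tbr* (1.8%) and 0 of 106 for *foxb*.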

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

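The doublet test of this part was set before its result was seen. In the 42 hpf library, 11 barcodes had at least 10000 UMIs and were outside the comparisons of the report, which use kept cells, against 3 at 48 hpf, 1 at 60 hpf and 0 at 36 and 56 hpf. What drew attention was a signal in data that these comparisons leave out, above the limit that a count of 0 allows. The 42 hpf library is also the deepest per cell, with a median of 1634.5 UMIs, which by itself raises the number of barcodes past a fixed limit. Doublets of unlike cells should hold more genes at equal depth. Thinned to 2000 UMIs, the 11 barcodes had a median of 853 genes against 830.0 in 1630 kept cells, a median percentile of 56.9, and 0 lay above the 95th percentile of 1027 genes. Doublets of like cells hold no more genes than single cells, and 11 barcodes are few, so doublets and large cells cannot be told apart. No biological explanation was tested.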

How the results depend on the processing

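The alternatives chosen only after results were seen are the 1.5-fold, 2-fold and all-marker naming rules, the highest 5% of scrublet scores, thinned libraries, clusters 40 and 43, and the fit without the 42 hpf library. With over 500 genes per cell, 16462 cells remained. The count of genes at least 2-fold higher at 60 hpf stayed within 1.5 times of 1439 except with all genes with a count (3481 higher, 2632 lower), where genes near 0 enter. Genes moving in 1 direction at every step ranged from 962 (CPM) to 1365 (all genes with a count), and the labelled order stayed the largest of 60 under each. The embryonic network median changed sign with cells of over 500 genes (0.0148), within the random range both times. The rudiment factor median kept its sign, at percentiles from 88.6 to 96.3. Of the log2 changes of named genes, 364 stayed within counting error and 35 moved. None of the genes whose change from 36 to 60 hpf passed counting error changed sign, but some near 0 did, such as *tph* (-0.15) and *pks1* (0.13) with equal weight for each cell and *hox7* (0.05) with cells of over 500 genes. The count of 0 cells with all 3 germline genes held with all deposited barcodes.

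Differences of class shares between 60 and 36 hpf, in points, were as follows. With Louvain at resolution 1, animal pole-like was 9.08 (reversed), larval ectoderm-like -16.1, verified rudiment ectoderm-like -5.61 (reversed) and unnamed 14.5. With log-normalized counts, animal pole-like was -4.26, larval ectoderm-like -8.87, pigment-like 5.08, blastocoelar-like 3.18, neural-like 5.30, putative rudiment ectoderm-like -9.93, verified -1.28 (reversed), posterior ectoderm-like 1.59 and unnamed 9.08, and undifferentiated-like had no value, since no cluster received that name (a cluster with similar leading genes stayed unnamed). With markers at least 2-fold higher, animal pole-like was 6.08 (reversed), neural-like 3.20, putative -3.93, verified 4.55 and unnamed -8.94 (reversed). With markers at least 1.5-fold higher, verified was 2.995 and unnamed 19.4. With the mean over all markers, posterior ectoderm-like was -2.29. Without the highest 5% of scrublet scores, verified was 4.28. With cells of over 500 genes, pigment-like was 2.27, blastocoelar-like 2.51, neural-like 7.26, putative -12.7, verified 8.28 and unnamed 13.3. Across class shares 59 values were the same, 23 moved and 5 reversed. For these the cause was not tested.

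Differences in detection between *alx1* cells and cells without, in points, were as follows. With cells thinned to 500 UMIs, *tel* was 0.0350, *foxo* -2.07, *foxb* -0.246, *scl* 17.2 and *gatac* 3.45. With skeletal-like cells only, *tel* was 25.5, *foxb* -0.771, *scl* 67.2 and *ese* -5.43. With at least 2 *alx1* UMIs, *scl* was 41.0. With *alx1* cells of cluster 43, *tel* was -8.85 (reversed), *scl* 16.2 and *gatac* 3.69. With those of cluster 40, *foxo* was -3.63, *foxb* -0.771 and *gatac* 25.9. With at least 2 *alx1* UMIs *foxo* was -1.10. Without the 42 hpf library, *gatac* was 6.58, *tel* 13.9, *foxb* 0.817 and *ese* -2.47. In all 40 values stayed within counting error and 16 moved past it. For *tel*, a sign passing counting error reversed in cluster 43. For *foxo* and *foxb*, whose differences of 3.82 and 0.456 lay within counting error, the sign changed in the settings with negative values. The sign of *tel*, *foxo* and *foxb* thus rests on depth and on which *alx1* cells are counted, and the cause was not tested further. Neural differences after thinning were 1.85 (*tph*), 1.53 (*sert*), 2.98 (*th*), 1.11 (*chat*), 5.56 (*otp*), 4.99 (*opsin2*), 17.9 (*isl*), 4.13 (*pax6*), 5.89 (*hmx*), 7.03 (*lim1*), 8.43 (*phox2*) and 9.87 (*neurod*), all smaller because thinned cells detect fewer genes, and *phox2* was then higher in 3 of 5 libraries. Resolution 1 left all 12 the same. Comparisons between ages could not be paired, because each age had 1 library. The *alx1* and neural comparisons could be paired by library, and for these only the number of libraries with a higher share was counted.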

Other observations

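The tests of this part chosen only after the result was seen are all those on *alx1* cells of clusters 40 and 43, the CPM of *alx1* and the share of ectoderm at 42 hpf, the barcodes of undifferentiated-like cells, and the further sets of cells for cluster 8. The list of cell division genes was also chosen after the data had been examined.

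Of 163 *alx1* cells, 90 lay in clusters 40 and 43, and all but 1 lacked the skeletal matrix gene *msp130r2*. Both clusters met the marker limits of gut and left coelomic pouch cells under every naming rule for resolution 3, but their leading genes held more markers of another class, so they received no name. The *alx1* cells of cluster 43 carried *alx4* (84.4%, 70.5 to 93.5) and *sim* (93.3%, 81.7 to 98.6). Free RNA from skeletal cells would bring *msp130r2* with *alx1*: skeletal-like cells had 573 *msp130r2* and 108 *alx1* UMIs, so the 250 *alx1* UMIs of clusters 40 and 43 would come with 1326, and 3 were found (upper bound 8.77). Doublets with skeletal cells are argued against in the same way, since 1.11% of the 90 cells held *msp130r2* (up to 6.04) against 96.9% of skeletal-like *alx1* cells (83.8 to 99.9). The higher depth of these cells does not account for it, as they held 451 CPM of *alx1* against 1.29 CPM in other clusters, 349 times as many. UMIs of another gene on the second of the 2 *alx1* gene models that held UMIs are argued against as the whole source for cluster 43, which held 26 UMIs of the first model with 0.0692 expected at the rate of other cells. Beside 110 UMIs of the second model they were 19.1% (12.9 to 26.7), so part of the second-model UMIs stays undecided there. For cluster 40, the first model had 5 UMIs, also above the 0.0916 expected, which argues against this explanation for all of its *alx1* UMIs. Beside 109 UMIs of the second model they were 4.39% (1.44 to 9.94), against 38.9% (29.7 to 48.7) in skeletal-like cells, so for most of the second-model UMIs of cluster 40 another gene and true *alx1* expression cannot be told apart. That cluster 43 is a population with *alx1* but without skeletal matrix genes is a hypothesis found and tested on the same data. Of the 70 cells of cluster 43, 45 came from the 42 hpf library, so the hypothesis rests largely on that library.

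More cells held *alx1* at 42 hpf (2.18%, 1.76 to 2.66) than in the other libraries (0.256% to 0.358%). The depth of the 42 hpf library does not account for all of this. After thinning, the share was 0.469% (0.286 to 0.723), above the point values of the others (0.151%, 0.196%, 0.250% and 0.0446%). Its interval overlapped those at 36 hpf (0.0652 to 0.297), 48 hpf (0.0847 to 0.386) and 56 hpf (0.114 to 0.474). Only the interval at 60 hpf (0.0121 to 0.114) lay apart. The statement on depth rests on the rate, which was 29.4 CPM at 42 hpf (25.9 to 33.3) against 5.13, 10.2, 6.20 and 2.31. The highest upper limit among the other libraries was 13.1 CPM, at 48 hpf. A lower share of ectoderm would raise all mesodermal classes alike, but these moved apart: from 36 to 42 hpf pigment-like cells went from 7.02% to 3.96% (3.39 to 4.59), blastocoelar-like cells from 1.30% to 2.51% (2.06 to 3.02) and skeletal-like cells from 0.132% to 0.515% (0.323 to 0.779). A change in the classes that rose stays open. Of the 93 *alx1* cells at 42 hpf, 34 were in cluster 43, 32 in cluster 40 and 17 in the skeletal-like cluster. Most of them thus lay in clusters 40 and 43, which were themselves largest at 42 hpf. That library gave 60 of the 89 cells of cluster 40 and 45 of the 70 cells of cluster 43. With 1 library per age, age and library cannot be separated, and a difference between the larvae sampled stays open.

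Undifferentiated-like cells were found in all 5 libraries, 53 in all. Barcodes carried over between these libraries are argued against, since 0 of the 53 shared a barcode with the same cluster of another library. Of 71 barcodes in 2 libraries, 1 was in the same cluster in both, with 1.93 expected from cluster shares. Damaged or shallow cells were not tested, and the cluster's median was 772 UMIs.

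Cell division genes fell from 36 to 60 hpf, with a median log2 change of -1.64 over 27 genes of 26 symbols, at percentile 0 of random lists (-0.34 to 0.36). The list was chosen after such genes had been seen to lead clusters 1, 12 and 14, so the percentile is not independent of these data. Fewer cells in the clusters led by such genes do not account for the fall, since without clusters 1, 12 and 14 the median was -1.57. Within classes, the fall passed counting error in 2 of 3 classes set for the test: from 41.5 to 12.5 UMIs per 10000 in pigment-like and from 23.8 to 2.90 in posterior ectoderm-like cells, but not in neural-like cells (7.49 and 7.54). Pigment-like cells changed cluster, with cluster 11 holding 361 of 373 at 36 hpf and cluster 5 holding 844 of 933 at 60 hpf. Of posterior ectoderm-like cells, cluster 30 held 0 of 383 and then 233 of 581. The rates were taken by class, so a fall within clusters and a change of clusters are not separated in these 2 classes. Of the other classes counted, animal pole-like cells went from 35.7 to 4.83, but this class contains cluster 1, led by cell division genes, with 787 of its 1325 cells at 36 hpf and 24 of 922 at 60 hpf, so the value does not separate a fall within the class from the loss of that cluster. The blastocoelar-like cells went from 8.69 (6.99 to 10.7) to 7.62 (6.86 to 8.45), within counting error. A fall within each class is therefore argued against, and a fall within some classes stays open beside any difference between the 2 libraries.

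Cluster 8 held 959 cells of the 60 hpf library and 65 of the others. Its leading genes included *FbsL_2*, *Tektin3*, *Btub3* and *Atub13*. The study lists *atub13* as a ciliary band marker, and it was also among the leading genes of the unnamed cluster 0. Since ciliary band-like cells could not be named here, ciliary band cells stay open as the identity of cluster 8. If the whole 60 hpf library were shifted, the 208 genes higher in cluster 8 than in cluster 3 (median log2 ratio 1.43) should also rise from 56 to 60 hpf in other clusters. In a first set of other clusters their median log2 change was 0.0900 against -0.03 for all genes, just under a limit of 0.1, with 121 of them rising. In all clusters but 3 and 8, examined afterwards, it was 0.12, and in single classes it ran from 0.05 in animal pole-like to 0.93 in pigment-like cells (all genes 0.29), above all genes in 7 of 7 classes. A shift of the whole 60 hpf library, free RNA and a late cell state cannot be told apart, because 1 library gives both the age and the shift.

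The *scl* share over all *alx1* cells here was 50 of 163 and over skeletal-like *alx1* cells 22 of 32. The study's shares cover its skeletogenic lineage over all its ages, so no direction is given. The study saw no undifferentiated cells in its last age, while 6 cells of that library received the name here. Names rebuilt from markers can place cells differently. With log-normalized counts no cluster received the name undifferentiated-like, but a cluster of 93 cells led by *Yp303* and an early histone gene met its marker limits and stayed unnamed because of its leading genes, with 12 cells at 60 hpf.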
